A study of Mus musculus with 12 samples. Its data were reported in "miR-486 is essential for muscle function and suppresses a dystrophic transcriptome" (2022).

How the data were processed

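Chimeric eCLIP libraries of mouse tibialis anterior muscle were compared between wild-type (WT) mice and mice without mir-486 (mir-486 KO). In this assay AGO2 is cross-linked to RNA and immunoprecipitated, so that the reads mark RNA held by the microRNA machinery. A ligation step joins some microRNAs to their targets. The labels describe 2 library sets, here called set 1 and set 2, each with 1 WT and 1 mir-486 KO total immunoprecipitated library and a size-matched input for each. They also describe libraries further enriched for miR-486, whose peaks are not analysed here. The labels give the strain C57BL/6 for WT and FVB N/J for mir-486 KO, so genotype and named strain go together in both sets. The study's methods instead describe a shared C57BL/6J background after backcrossing, and the labels and methods were not reconciled here. The methods also count more muscles per genotype than the labels have total immunoprecipitated libraries. Neither states whether the 2 sets come from different mice or from pooled muscle, so an SD over the sets may not be a spread between animals.

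The authors trimmed adapters, aligned reads with STAR, called peaks in each immunoprecipitated library with CLIPper, counted the reads of each peak in a pair of libraries and collapsed overlapping peaks. Replicates were not pooled. The authors deposited, for each peak, the log2 fold of its reads between the 2 libraries compared, each scaled to its library. Beside it stands the −log10 of a p-value for the same difference, also deposited by the authors, with 400 as the highest value written. There were 4 lists of library over input, and 4 lists that compared the immunoprecipitated libraries directly, WT over KO at the WT peaks and KO over WT at the KO peaks, in each set. The direct lists shared between 99.8% and 99.9% of their coordinates with the list of the library whose peaks they use. The log2 folds and p-values of peaks are the authors' own throughout, and were used to describe, filter and rank peaks. Coordinates are GRCm38, 1-based. All 21 chromosomes of the lists lay within the lengths of the reference genome. Genes came from GENCODE M21, an earlier release for the same assembly than the one the labels name.

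The thresholds were a log2 fold of at least 3 and a −log10 p of at least 3, and a peak of a library list past both is called enriched. The study's methods name no threshold. These thresholds, the tests, the gene lists taken from the study and the sarcomere list were fixed before the data were examined. Peaks were matched by an overlap of at least 1 nt on the same strand, and the same peaks moved by 500 nt in both directions gave the background. The log2 folds of overlapping WT peaks in the 2 sets were compared by Spearman's correlation across peaks, which are not replicates, with a bootstrap of 200 resamples of the peaks. A peak's region was read at its midpoint, with CDS before UTR before noncoding exon before intron. Seed matches were 7-nt words complementary to positions 2 to 8 of miR-486-5p (GTACAGG) in peaks extended by 25 nt on each side. The count of target genes was set against 10000 random lists of 18 genes matched on their number of enriched peaks.

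With 2 libraries per genotype, the smallest two-sided exact permutation p is 0.333, so no test across genotypes was made. Fisher's exact tests, all two-sided, compare the peaks of single libraries, not the conditions, and neighbouring peaks are not independent. A family of 6 such tests was adjusted by Benjamini and Hochberg. Shares have 95% Wilson intervals, which cover counting error only. The lists hold no read counts, so absolute depth is unknown. Relative depth was recovered from the direct lists, whose log2 folds fall on steps that small whole numbers of reads give: between 70.8% and 82.6% of peaks lay on the steps, against at most 0.0308% for constants moved off them.

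The genes and sites named are the mir-486 locus and its host gene Ank1, the study's 18 target genes, and the peaks past the thresholds in both sets. Other genes were chosen after their values were seen, and the text says so. Alternatives were other thresholds, other overlaps, covered length, merged peaks, other region rules, other seed words and each set alone. No list held mitochondrial or unplaced peaks, so leaving these out would have removed 0 peaks. Sequences like miR-486-5p were found by local alignment to peaks extended by 10 nt (match 1, mismatch −1, gap −2, score of at least 14), a setting chosen after the recurrent peaks were seen. Lists of genes for a glucocorticoid and fasting response (36 genes), the circadian clock (19), B cells (33), T cells (22), macrophages (20) and red blood cells (10) were written for tests of explanations. Each was set against 10000 random gene lists matched on their number of listed peaks.

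The functions were tested on simulated data. Of 300 overlaps planted among 2000 peaks, 100% were found and 0% on the opposite strand. Of 300 planted seed words and 300 planted microRNA copies with 2 changes, 100% were found, with 0% among the 1700 sequences without them. Seed words present by chance had been removed before planting, so the 0% for seed words was fixed. The planted copies were of full length, so finding of partial copies was not tested. Of 100 unchanged gene lists, 3% lay above the 97.5th percentile of their random lists, against 100% of lists raised by 1. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1.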

Results

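Peaks of AGO2-bound RNA were compared between WT and mir-486 KO tibialis anterior muscle in 2 library sets, with 1 total immunoprecipitated library per genotype in each. In set 1 the authors' lists held 92451 peaks for WT and 119859 for mir-486 KO. In set 2 they held 244814 peaks for WT and 256219 for mir-486 KO. Absolute read depth is unknown. The recovered depth of the KO library was 1.12 times that of the WT library in set 1 and 1.09 times in set 2.

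The mir-486 locus was examined first, because it tests the genotype labels. Mir486 lies within the host gene Ank1 on chromosome 8, from 23142555 to 23142682 on the plus strand, and Mir3107 overlaps it on the minus strand. The WT library had 3 listed peaks there in set 1 and 6 in set 2, and all were enriched over input. The 2 KO libraries had 0 listed peaks there. In the rest of Ank1, 0 peaks of the direct comparisons passed the thresholds in either set or direction.

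**Figure D1:**
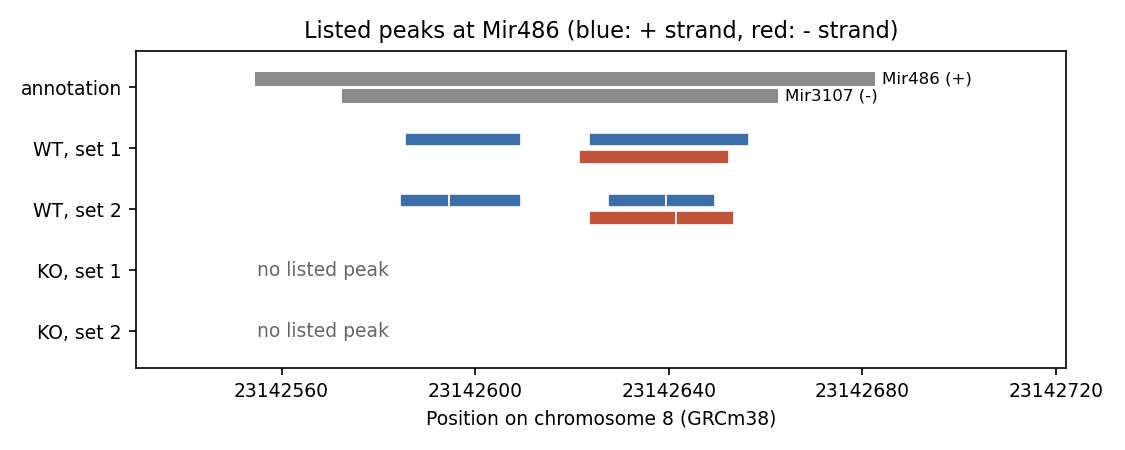
Listed peaks of each library at Mir486, by position on chromosome 8 (GRCm38, nt). Bars are peaks on the plus strand (blue) or the minus strand (red), and grey bars are annotated microRNA genes. The WT libraries have 3 and 6 peaks and the KO libraries have 0.

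The next comparison asked whether WT muscle had more AGO2-bound sites than KO muscle. Peaks enriched over input numbered 3297 in WT and 1016 in KO in set 1, and 3479 in WT and 3148 in KO in set 2. The log2 ratio of the WT to the KO count was 1.70 in set 1 and 0.14 in set 2, with a mean of 0.92 ± 1.10 (SD, n = 2 sets). The mean was smaller than the spread between the sets. Apart from taking either set alone, the alternative that moved this mean most, the length covered by enriched peaks, gave 1.17.

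**Figure D2:**
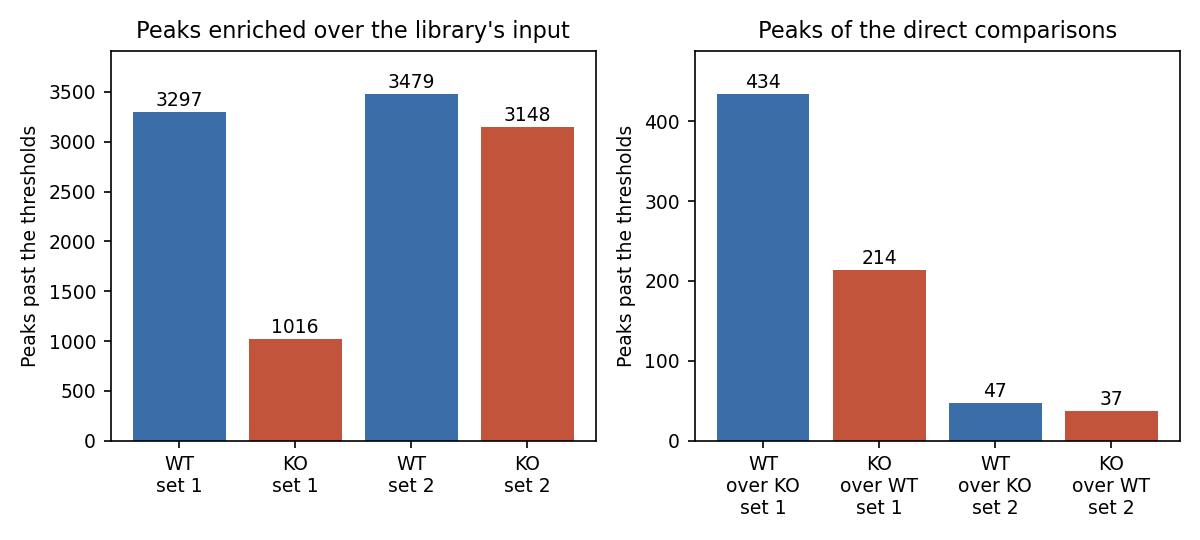
Number of peaks past the thresholds in each library over its input (left) and in each direct comparison (right), as bars without error because each is a single list. WT and KO differ far more in set 1, with 3297 and 1016 enriched peaks, than in set 2, with 3479 and 3148.

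The direct comparisons asked which sites depend on miR-486, and the reverse lists show how many peaks pass where no miR-486 site can be. In the authors' deposited table for set 1, 434 WT-over-KO peaks and 214 KO-over-WT peaks passed the thresholds. For set 2, the authors' deposited table held 47 and 37. The log2 ratio of these counts was 1.02 in set 1 and 0.35 in set 2, with a mean of 0.68 ± 0.48 (SD, n = 2 sets). Limiting the count to peaks that overlap an enriched peak of the same library moved the ratio most, to 3.57, with 96 against 15 peaks in set 1 and 22 against 1 in set 2.

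Overlap between the sets measured how well enriched peaks recurred. Among the enriched WT peaks of both sets, 36.2% overlapped an enriched WT peak of the other set (95% Wilson interval 35.0 to 37.3), against 1.83% of the moved peaks. The share was 36.0% for KO (34.6 to 37.5). Between the WT and KO libraries of the same set it was 33.3% in set 1 (31.9 to 34.7) and 57.5% in set 2 (56.3 to 58.6). The WT and KO libraries of set 2 thus shared more peaks with each other than either shared with its own genotype in set 1. These shares also depend on the number of peaks in each list: 69.3% of the KO peaks of set 1 recurred in KO of set 2, and 25.3% in the other direction. Requiring an overlap of 50% of both peaks gave the lowest share for WT, 24.4%.

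The direct comparisons recurred far less. Of the 434 WT-over-KO peaks of set 1, 8 overlapped one of set 2, against 0 of the moved peaks. Of the 214 KO-over-WT peaks of set 1, 0 did. Across 64237 overlapping WT peaks, the log2 WT-over-KO folds of the 2 sets had a Spearman correlation of −0.0349 (95% bootstrap interval −0.0422 to −0.0265), across peaks, which are not independent. Over the 1053 of these peaks enriched over input in both WT libraries, a subset chosen after the data were seen, the correlation was 0.0795.

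**Figure D3:**
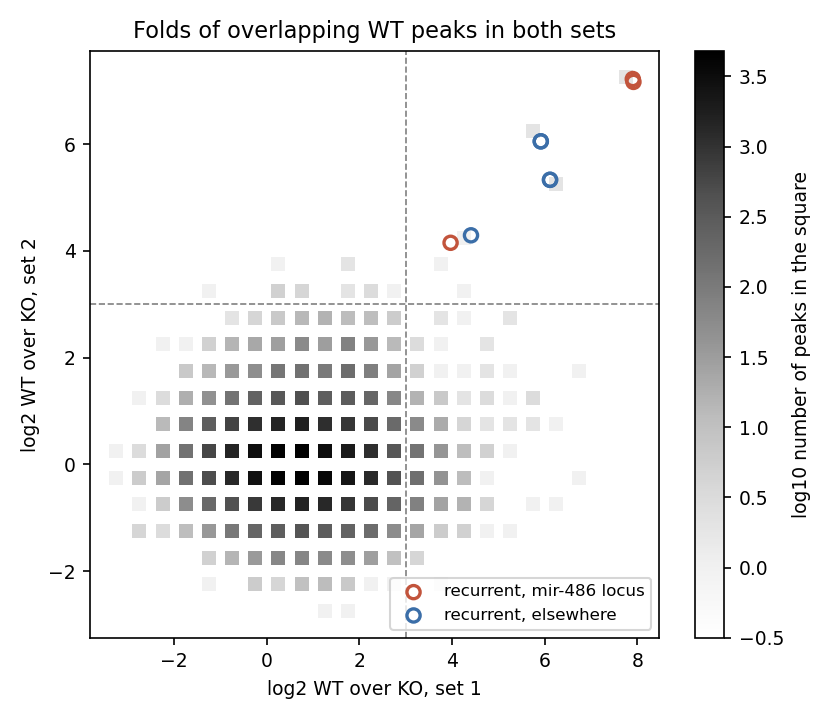
The log2 WT-over-KO fold of overlapping WT peaks in set 1 (x axis) and set 2 (y axis). Grey squares, each 0.5 wide, show the number of peaks on a log10 scale, circles mark the 8 recurrent peaks (some lie on top of each other), and dashed lines mark the fold threshold of 3. The recurrent peaks with log2 folds above 5 in both sets lie apart from the rest, and those near 4 lie close to other peaks.

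The 8 recurrent peaks lay at the mir-486 locus or in introns of 3 genes. At the locus, the authors' deposited table gave a plus-strand peak at 23142585 to 23142614 a log2 fold of 7.90 in set 1, and the overlapping peak 7.22 in set 2. A minus-strand peak at 23142622 to 23142652, in Mir3107, had 7.91 and 7.17 in the authors' deposited table. Another plus-strand peak at 23142624 to 23142656 had 3.97 in set 1 in the authors' deposited table, and the 2 peaks of set 2 that overlap it had 4.15 and 3.71 in the authors' deposited table. In an intron of Zyg11a, 2 adjoining peaks on chromosome 4, from 108201495 to 108201519 on the minus strand, had 5.91 and 6.05 in the authors' deposited table. In an intron of Gabrg3, 2 adjoining peaks on chromosome 7, from 56918176 to 56918199 on the minus strand, had 6.11 and 5.33 in the authors' deposited table. In an intron of Smarcd1, a peak on chromosome 15, from 99707566 to 99707589 on the plus strand, had 4.41 and 4.29 in the authors' deposited table. Each of the 3 intronic sites carries a stretch like miR-486-5p itself, in the sense direction, with alignment scores of 16 (Zyg11a), 15 (Gabrg3) and 16 (Smarcd1), where the whole 22-nt microRNA scores 22. The site in Zyg11a holds TCCTGTACTGAGCTGC, which is the start of miR-486-5p (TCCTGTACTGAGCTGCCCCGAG). None of the 3 holds a seed match.

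The study asked where in transcripts miR-486 binds, from its chimeric eCLIP. The shares here are of AGO2 peaks of the total libraries, whichever microRNA was bound, so the sets of sites differ. CDS held 37.7% ± 11.8 of enriched WT peaks and 20.8% ± 13.9 of enriched KO peaks (SD, n = 2 libraries each), and 3′ UTRs held 31.1% ± 1.08 and 34.2% ± 1.78. The CDS share of 1 library, KO in set 1, was 11.0%, against 46.0% for WT in set 1, 29.3% for WT in set 2 and 30.6% for KO in set 2. The difference in CDS share between the genotypes thus arose in set 1. In set 1, 61.3% of WT-over-KO peaks lay in CDS and 17.3% in 3′ UTRs, while 63.1% of KO-over-WT peaks lay in introns and 23.4% in 3′ UTRs. A higher intron share in KO was also present among all listed peaks of set 1, before any threshold, with 21.4% of WT peaks and 39.5% of KO peaks in introns. In set 2 those shares were 41.7% and 43.1%. In set 2, 51.4% of the 37 KO-over-WT peaks and 31.9% of the 47 WT-over-KO peaks lay in introns. CDS held 24.3% and 34.0% of them, so the CDS majority of the WT-over-KO peaks was absent in set 2. At a log2 threshold of 1, the KO-over-WT peaks of set 1 lay more in 3′ UTRs (50.4%) than in introns (27.5%).

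**Figure D4:**
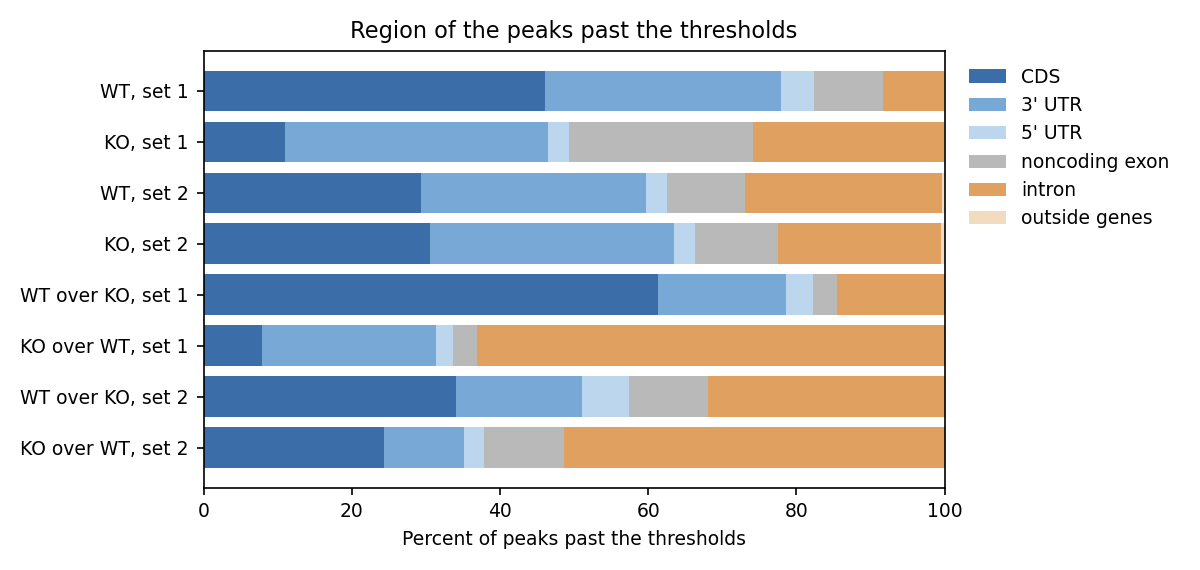
Percent of peaks past the thresholds in each transcript region, for each library over its input and each direct comparison, as stacked bars without error because each is a single list. The CDS share ranges from 11.0% in KO to 46.0% in WT in set 1, and is 29.3% and 30.6% in set 2.

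Sites bound by miR-486 would hold its seed match more often. In set 1, 5 of 434 WT-over-KO peaks held a 7-nt seed match (1.15%, 95% Wilson interval 0.493 to 2.67), against 1 of 214 KO-over-WT peaks (0.467%), with a Fisher's exact p of 0.669 (adjusted over 6 tests, 1). In set 2 it was 4 of 47 (8.51%, 3.36 to 19.9) against 0 of 37, which allows up to 9.41%, with a Fisher's exact p of 0.127 (adjusted 0.380). Enriched peaks of the 4 libraries held a match in 0.591% to 0.794%. Among 100 permuted words of the same bases, 29 gave a share of WT-over-KO peaks as high in set 1, and 0 did in set 2. The matches in set 2 included peaks of the mir-486 locus itself. Without the locus and sequences like the microRNA, a setting chosen after the data were seen, 4 of 425 peaks in set 1 and 2 of 37 in set 2 held a match. Of the permuted words, 31 and 2 gave as many in those peaks. The genes of these peaks, named after their values were seen, were Nisch, Fkbp5, Slc25a25 and Foxo1 in set 1 and Cyp26b1 and Gucy1a2 in set 2. For the peaks of set 1 in 3 of these genes, the WT peaks of set 2 that overlap them most had log2 folds in the authors' deposited table of −0.18 (Nisch), −0.98 (Fkbp5) and 0.06 (Slc25a25). The peaks in Foxo1, Cyp26b1 and Gucy1a2 overlapped no listed WT peak in the other set, so recurrence could not be read for them. In the authors' deposited table the peak in the 3′ UTR of Foxo1 (chromosome 3, 52347607 to 52347685) had a log2 fold of 3.07 in set 1. The median over all 56 listed Foxo1 peaks there was 2.31 from the authors' deposited table, and that over its 36 intronic peaks was 2.05.

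The study named 18 target genes from libraries of this series, so the list is not independent of the data. Its methods also amplified miR-486 chimeras, and those enriched libraries are not analysed here, so the counts below concern peaks of the total libraries alone. Transcript levels of these genes, which the study also measured by quantitative PCR, were not examined here, and the counts do not test them. With the thresholds used here, 1 of the 18 genes had a WT-over-KO peak in set 1, and 0 had one in set 2. The number over both sets was at the 47.2 percentile of 10000 matched random lists, whose median was 1. The gene was Mt2, where 6 of 6 listed peaks passed in set 1, and their median log2 fold was 5.74 from the authors' deposited table. In set 2, 0 of its 5 listed peaks passed, and the median was 1.71 from the authors' deposited table. In the WT library, 0 Mt2 peaks were enriched over input in set 1 and 2 were in set 2. Of the 6 passing peaks of set 1, 0 held a seed match within 25 nt. Bhlhe40 had a KO-over-WT peak in set 1, in the 3′ UTR. Median log2 folds of the other 16 target genes ranged from −0.16 for Camk2a to 1.67 for Pgam2 in set 1, from the authors' deposited table. In set 2 they ranged from −0.26 for Atp5a1 to 0.44 for Auh, again from the authors' deposited table. At a log2 threshold of 1 in place of 3, the count in set 1 rose to 15, against a median of 13 in the random lists.

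Sarcomere genes were counted because the study found contractile genes among its targets. In set 1, 8 of 434 WT-over-KO peaks lay in the sarcomere genes (1.84%), against 218 of 3297 enriched WT peaks (6.61%), a lower share by Fisher's exact test (p 1.45e-05, adjusted 8.71e-05). Against KO-over-WT peaks, of which 5 of 214 did (2.34%), the Fisher's exact p was 0.767 (adjusted 1). At a log2 threshold of 1 that comparison reversed, with 567 of 4480 WT-over-KO peaks (12.7%) against 70 of 905 KO-over-WT peaks (7.73%) and a Fisher's exact p of 1.68e-05. Counting each gene once reversed the difference from enriched WT peaks, to 0.175 percentage points, with a Fisher's exact p of 0.817. Of the 434 WT-over-KO peaks of set 1, 96 overlapped an enriched WT peak. Enriched peaks are thus not the set from which most of the 434 came. The share of all listed WT peaks in the sarcomere genes is not given here. In set 2, 0 of 47 WT-over-KO peaks lay in these genes, which allows up to 7.56%, against 0 of 37 KO-over-WT peaks and 29 of 3479 enriched WT peaks (0.834%), with a Fisher's exact p of 1 in both cases.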

Values the study reported

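The study named 18 transcripts as miR-486 targets from its chimeric eCLIP sequencing. It gave n = 3 muscles per genotype for that assay, run in duplicate. The study also measured these transcripts by quantitative PCR, and reported that nearly all of them rose in mir-486 KO muscle.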

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

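The log2 ratio of enriched peaks, WT over KO, stayed above 0 in both sets under each alternative tried, and its mean ranged from 0.79 to 1.17. Set 1 alone gave 1.70 and set 2 alone 0.14, so 1 set decides its size. The counts follow the thresholds. At a log2 threshold of 1, enriched peaks numbered 6602 (WT) and 2391 (KO) in set 1, and 13152 and 12082 in set 2. At 4 they numbered 1348 and 489, then 1170 and 1064.

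WT-over-KO and KO-over-WT peaks of the direct comparisons, in that order, changed likewise. At a log2 threshold of 1 there were 4480 and 905 in set 1, and 986 and 370 in set 2, with a mean log2 ratio of 1.86. At 4 there were 115 and 57, then 17 and 7. At a −log10 p threshold of 5 there were 236 and 74, then 22 and 9, with a mean log2 ratio of 1.48. At 2 there were 744 and 457, then 233 and 153. Only peaks that overlap a peak enriched over input in the same library gave 96 and 15, then 22 and 1, with a mean log2 ratio of 3.57. The cause of these changes in the ratio was not tested. At the main thresholds the ratio was 0.35 in set 2 alone and 1.02 in set 1 alone. It stayed above 0 in both sets under each alternative tried, from 0.26 (merged peaks, set 2) to 4.46 (only peaks that overlap an enriched peak, set 2).

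The shares of enriched peaks that overlapped are given for WT between sets, KO between sets, and WT and KO within set 1 and within set 2. They were 46.3%, 33.9%, 40.6% and 75.4% at a log2 threshold of 1. At 4 the last 3 were 45.7%, 38.8% and 59.5%. At a −log10 p threshold of 5, those for WT, set 1 and set 2 were 38.9%, 35.0% and 64.1%. At 2 the 4 shares were 34.0%, 34.3%, 31.7% and 52.1%. With an overlap of 50% of both peaks they were 24.4%, 25.8%, 26.6% and 43.0%, since that setting can only remove overlaps. The share within set 2 was the highest of the 4 under each of these. Peaks moved by 2000 nt in place of 500 lowered the background for WT from 1.83% to 0.494%.

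The number of recurrent WT-over-KO peaks of set 1 was 60 at a log2 threshold of 1, against 15.5 for moved peaks, and that of KO-over-WT peaks was 5, against 1.5. Under the other alternatives it was 6 to 8 for WT over KO and 0 for KO over WT, and the 6 came from merging adjoining peaks, a setting chosen after the data were seen. The correlation of the folds was −0.0264 with an overlap of 50% of both peaks, and turned positive, 0.0795, over peaks enriched over input in both WT libraries. The cause was not tested.

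The CDS share of enriched WT peaks was 50.9% and 27.0% at log2 thresholds of 1 and 4, 27.4% at the peak 5′ end, and 29.3% to 46.0% across the sets alone. That of KO was 36.9% and 11.1% at the same thresholds, 17.0% at the peak 5′ end, and 11.0% to 30.6% across the sets alone. In 3′ UTRs, WT and KO had 29.6% and 37.5% at a log2 threshold of 1, and 26.6% and 22.2% at 4. They had 29.0% and 31.95% when the region was read at the peak 5′ end, and 35.7% and 37.3% with 3′ UTR before CDS, the last by construction. The CDS share of WT-over-KO peaks in set 1 was 70.6% and 47.8% at log2 thresholds of 1 and 4, 43.3% at the peak 5′ end, and 55.5% with 3′ UTR before CDS. With that order their 3′ UTR share was 23.0%. At a log2 threshold of 1, 27.5% of the KO-over-WT peaks of set 1 lay in introns and 50.4% in 3′ UTRs, while the intron share was 60.8% to 66.7% at the other settings. In set 2 it ranged from 11.1% of 9 peaks to 71.9% of 153.

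By Fisher's exact test the difference in seed matches was not past the threshold in either set, except in set 2 with peaks extended by 50 nt, where it was 12.8 percentage points (Fisher's exact p 0.0321). Fisher's exact p in set 2 ranged from that value to 1 over the alternatives. In set 1 a 6-nt match to positions 2 to 7 reversed the difference, to −0.51 percentage points. Permuted seed words of the same composition gave a mean difference of −0.11 percentage points in set 2, and 0 of the 100 words gave one as large as the seed word, which is past the threshold (permutation p 0.01, the smallest that 100 words can give). In set 1, 29 of the 100 words gave one as large. Without the mir-486 locus and sequences like the microRNA, 5.41% of 37 WT-over-KO peaks of set 2 had a match, and 2 of the 100 words gave a share as high. The cause was not tested. Across the sets alone, the difference ranged from 0.685 to 8.51 percentage points. The 37 to 47 peaks of set 2 limit this comparison.

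The number of target genes with WT-over-KO peaks was 15 in set 1, 2 in set 2, 15 in either and 2 in both at a log2 threshold of 1, and 1 in set 1 under the other thresholds. It ranged from 0 in set 2 alone to 1 in set 1 alone. For KO over WT, the numbers at a log2 threshold of 1 were 5 in set 1, 1 in set 2 and 5 in either. They were 0 in set 1 and in either set at a log2 threshold of 4, 0 and 0 at a −log10 p threshold of 5, and 2 and 2 at 2.

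The lower share of sarcomere genes among WT-over-KO peaks than among enriched WT peaks in set 1 kept its side of the threshold at 3 other settings. It was −3.08 percentage points and no longer past it at a log2 threshold of 4, and 0.175 with genes counted once, so it depends on counting several peaks per gene. In set 2 it was −4.05 at a log2 threshold of 1 and past it. Against KO-over-WT peaks in set 1 the difference reversed, to 4.92 at a log2 threshold of 1, 0.687 at a −log10 p threshold of 5 and 0.0312 at 2. The first of these was past the test's threshold, toward more sarcomere peaks in WT over KO (Fisher's exact p 1.68e-05), and p was 0.477 to 1 at the others tried. The cause was not tested. Across the sets alone, it ranged from −4.77 to −0.834 against enriched peaks.

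Of the other results, 28 values moved by more than their spread and 62 did not. Each comparison was made within a set, so WT and KO were already paired by set. No test was made across the 2 libraries per genotype.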

Other observations

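The tests of microRNA copies, seed-matched sites, transcript abundance, read number, strain, linkage, depth and regions were chosen after related values had been seen. The gene-list tests left out the genes that had prompted them, but kept Foxo1, Trim63 and Bhlhe40, whose values had been met in other tables, so results without these are given too. All concern single libraries, 14 tests were made without adjustment, and folds are those of the authors' deposited table.

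The WT-over-KO peaks past the thresholds in both sets were the mir-486 locus and 3 intronic sites like miR-486-5p. Binding of miR-486 to target transcripts would place some recurrent peaks at seed matches with no copy of the microRNA, and 0 of the 3 sites away from the locus had that. This count restates what had been seen at those sites, and 3 sites are too few to decide on binding. A candidate explanation is that reads of miR-486 itself aligned to similar sequences elsewhere in the genome. To test it, all listed WT peaks away from the locus with such a sequence were taken, whatever their fold. There were 16 in set 1 and 30 in set 2, against means of 2.2 and 5.5 for 10 shuffled microRNAs. Their median log2 WT-over-KO fold in set 1, from the authors' deposited table, was higher than that of all listed peaks by 1.98 (2.72 against 0.74). In set 2 it was 1.39 against 0.30. At the corresponding KO peaks, 6 and 11, the median log2 KO-over-WT fold was 0.23 and −0.01 from the authors' deposited table. The 16 peaks include the recurrent ones that raised the question, and the rest had not been seen. The peak lists do not say which microRNA was joined to a read, so binding by miR-486 at other sites stays open, and it was not tested at the level of single reads.

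Away from the locus and the sequences like miR-486-5p, the WT-over-KO peaks of set 1 did not recur in set 2, except for 1 of 425, a fragment of the Gabrg3 site that scores 13. Of the 425 peaks, 361 overlapped a listed WT peak of set 2. Their median log2 fold was 3.43 in set 1 and −0.056 in set 2 (95% bootstrap interval −0.12 to 0.022), from the authors' deposited table, and all overlapping peaks had a median of 0.01 in set 2. Too few reads in set 2 to detect the same difference would have left the median high there, so this value argues against it. It also argues against a difference between the 2 mouse strains named in the labels as the whole cause, since both sets carry the same strain labels. The study's methods describe a single strain background, which would leave no such difference. Genes linked to the mir-486 locus on chromosome 8 were not in excess, with 0.235% of these peaks within 20 Mb of it, against 1.21% of the other listed peaks (Fisher's exact p 0.0707). On all of chromosome 8 the share was 7.53% (32 of 425 peaks) against 5.08%, with a Fisher's exact p of 0.0267. The 6 passing peaks of Mt2 lie on chromosome 8 and are among the 32. Peaks of the same gene are not independent, so this p-value does not speak for an excess of genes.

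A difference in transcript abundance between the 2 libraries of set 1 may contribute. The other listed peaks of the same genes, over 200 nt from any peak past the thresholds, had a median log2 fold of 1.16 from the authors' deposited table over 272 genes. The random lists had a median of 0.74, and 2.5% of them lay above 0.86. For the genes of the 37 such peaks of set 2, the same test gave 0.90 over 27 genes from the authors' deposited table. The random lists there had a median of 0.37, and the value was at the 100 percentile. A raised value was thus not specific to set 1. The test leaves out every peak past the thresholds, so it does not measure how much of the fold abundance accounts for. Of the genes whose seed-matched peaks the report names, Foxo1, Fkbp5 and Slc25a25 had raised folds along the transcript in set 1, with medians of 2.31, 2.16 and 3.71 from the authors' deposited table. In set 2 their medians were −0.23, 0.12 and 0.07, again from the authors' deposited table. The seed-matched peaks themselves had 3.07, 4.62 and 4.24 in set 1 from the authors' deposited table. In Nisch the seed-matched peak had 3.97 against a gene median of 0.86 in set 1, from the authors' deposited table. In Gucy1a2 it had 3.82 against 0.78, and in Cyp26b1 3.82 against 2.44, both in set 2 and from the authors' deposited table. In the other set the gene medians were 0.19 for Nisch and 0.16 for Gucy1a2, but 2.16 for Cyp26b1, from the authors' deposited table, so Cyp26b1 was raised in both sets. The 6 peaks thus lay above their gene medians by different amounts, each was chosen for passing the thresholds, and whether any is a miR-486 site stays open.

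A glucocorticoid or fasting response in the WT muscle of set 1 is a candidate explanation for part of this pattern, since the genes first seen to differ (Mt1, Mt2, Arrdc2, Slc25a25, Fkbp5 and Zbtb16) belong to it. The 30 other genes of the list had a median log2 fold of 1.53 in set 1 from the authors' deposited table, at the 100 percentile of matched random lists, whose median was 0.79. In set 2 it was 0.13, at the 4.89 percentile. Single genes of the list differed in set 1, with medians of 3.37 for Ddit4, 2.47 for Glul and 2.14 for Tsc22d3. Trim63 (0.66), Klf9 (0.54), Fbxo32 (0.16) and Dusp1 (0.11) lay below the median of the random lists. These values are from the authors' deposited table, so the list did not rise as a whole. Without Foxo1 and Trim63 the remaining 28 genes had 1.53 in set 1, again at the 100 percentile, and 0.15 in set 2, at the 7.98 percentile. Of the 30 genes, 29 had listed KO peaks in set 1, so muscle expresses them. Foxo1 is among the 30, and so is Trim63, which the study picked as a target, while Mt2, also picked, was left out of the test. A difference in the time of day of collection between the WT and KO muscle of set 1 would move clock genes apart. The interquartile range over 17 of them was 1.22 on the log2 scale, at the 98.1 percentile, just past the limit for a test that was 1 of several. In set 2 it was at the 54.0 percentile. Without Bhlhe40 it was at the 99.4 percentile in set 1 and the 69.3 percentile in set 2. Of the 19 clock genes, 1 (Bhlhe40) is a study target, and 19 had listed KO peaks in set 1 and 18 in set 2. The labels give neither feeding nor time of collection, and an effect of mir-486 loss that appears in a single set was not tested apart from these.

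Immune genes were seen among the WT-over-KO peaks of set 2 (Igkc, Ighg1, Ighe, Cd52, Cd79b, H2-Eb1 and H2-DMb2). B cells or blood plasma cells in the WT muscle of set 2 are a candidate source. Of 26 other B cell genes, 18 had listed peaks, and their median log2 fold was 1.71 from the authors' deposited table, at the 100 percentile, against 0.38 in the random lists. Among abundant genes of these cells, Cd74 had 1.17, Cd79a 2.44 and Jchain 1.99 from the authors' deposited table, while Ighm had −0.01, which goes against an excess of cells that carry it. In set 1 the 6 genes with peaks were at the 5.17 percentile. Red blood cells in the WT muscle of set 2 had a list median of 1.41 at the 99.99 percentile, with 1.43 for Hbb-bs and 1.54 for Hba-a2 from the authors' deposited table, and macrophages 0.98 at the 99.97 percentile, with 1.33 for Lyz2. In set 1 these lists were at the 49.2 and 98.0 percentiles, so the macrophage list was raised in both sets. Hbb-bs (2.02) and Hba-a2 (2.30) were higher in set 1 than in set 2, again from the authors' deposited table. Hba-a1 (0.91 against 1.47) and Hbb-bt (1.30 against 1.76) were lower in set 1. High folds of Hbb-bs and Hba-a2 were thus not specific to set 2. The random lists for red blood cells had a median of 0.93 in set 1 and 0.33 in set 2. T cells in the WT muscle of set 2, as a lymph node would bring, cannot be told apart from chance, since 4 of 22 genes had listed peaks (47.9 percentile). Of the genes tested, 10 of 26 (B cell), 10 of 10 (red blood cell), 19 of 20 (macrophage) and 5 of 22 (T cell) had listed KO peaks in set 2, and 0 were in another list. More blood or immune cells in that muscle piece, and a change in them through the loss of mir-486, both stay open. A strain difference stays open too for this pattern if the labels hold, though the study's methods describe a single background. Whether the sets come from different mice is not stated.

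The KO library of set 1 had fewer enriched peaks than the WT library. A lower depth of the KO immunoprecipitated library would give a depth ratio below 1, and the recovered ratio of KO to WT was 1.12. The depth of the inputs was not recovered, and no other explanation was tested.

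At the main thresholds, most WT-over-KO peaks of set 1 lay in CDS and most KO-over-WT peaks in introns. The CDS share was 47.8% at a log2 threshold of 4 and 43.3% at the peak 5′ end, so that majority was lost. The intron share was 27.5% at a log2 threshold of 1. A shift of the whole WT library of set 1 from introns to coding exons is a candidate explanation. Listed peaks favoured the library they were called in. The median log2 fold toward it was 0.74 (WT) and 0.72 (KO) in set 1, and 0.30 and 0.27 in set 2. The test therefore averaged the WT and KO peaks, a form chosen after each alone had been seen. Whether averaging removes this bias from the regions was not tested. The median log2 WT-to-KO fold was higher in CDS than in introns by 0.62 in set 1, and the difference was −0.0028 in set 2, from the authors' deposited table. At WT peaks alone the difference was −0.34 in set 1, and at KO peaks alone it was 1.58. In set 2 these were −0.66 and 0.65. More unspliced RNA in the KO sample, or less in the WT sample, would give such a shift, and so could a difference in transcripts, and these were not tested apart.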
